# Modulation of Energy Metabolism and Epigenetic Landscape in Rainbow Trout Fry by a Parental Low Protein/High Carbohydrate Diet

**DOI:** 10.3390/biology10070585

**Published:** 2021-06-25

**Authors:** Thérèse Callet, Hongyan Li, Pascale Coste, Stéphane Glise, Cécile Heraud, Patrick Maunas, Yvan Mercier, Nicolas Turonnet, Chloé Zunzunegui, Stéphane Panserat, Valérie Bolliet, Lucie Marandel

**Keywords:** nutritional programming, teleost fish, offspring, broodstock, mitochondria

## Abstract

**Simple Summary:**

While the effects of parental diets on their progeny have been highly described in mammals, such studies are lacking in fish. To explore such a question in a high trophic level teleost fish, two-year old male and female rainbow trout were fed either a control diet (0% carbohydrate and 63.89% protein) or a high-carbohydrate diet (35% carbohydrate and 42.96% protein), for a complete reproductive cycle for females and for a period of 5 months for males. Neither the maternal nor the paternal high-carbohydrate diet alone had induced significant effects on their progeny. Nevertheless, when both parents were fed the high-carbohydrate diet, the energy metabolism and mitochondrial dynamics of their progeny were altered. Moreover, the epigenetic landscape was also highly affected. Even though, offspring growth was only slightly affected at the early stage of life; the effect of parental high-carbohydrate diet should be explored over the long term.

**Abstract:**

It is now recognized that parental diets could highly affect offspring metabolism and growth. Studies in fish are, however, lacking. In particular, the effect of a parental diet high in carbohydrate (HC) and low in protein (LP) on progeny has never been examined in higher trophic level teleost fish. Thus, two-year old male and female rainbow trout (*Oncorhynchus mykiss*) were fed either a control diet (0% carbohydrate and 63.89% protein) or a diet containing 35% carbohydrate and 42.96% protein (HC/LP) for a complete reproductive cycle for females and over a 5-month period for males. Cross-fertilizations were then carried out. To evaluate the effect of the parental diet on their offspring, different phenotypic and metabolic traits were recorded for offspring before their first feeding and again three weeks later. When considering the paternal and maternal HC/LP nutrition independently, fry phenotypes and transcriptomes were only slightly affected. The combination of the maternal and paternal HC/LP diets altered the energy metabolism and mitochondrial dynamics of their progeny, demonstrating the existence of a synergistic effect. The global DNA methylation of whole fry was also highly affected by the HC/LP parental diet, indicating that it could be one of the fundamental mechanisms responsible for the effects of nutritional programming.

## 1. Introduction

Exposure to environmental cues during phases with high plasticity (typically early life) can induce long-lasting changes in the morphology, physiology, and metabolism of an individual. This concept, referred to as programming, has been widely studied in various species and particularly for mammals with regard to the development of chronic diseases (developmental origins of health and disease (DOHaD)) [1]. Of particular interest is the nutritional programming, i.e., the consequences of nutritional stimulus that occur during the prenatal period [2], such as high carbohydrate (HC)/low protein (LP) parental diets [3,4,5]. Surprisingly, the numerous studies conducted on the effect of parental HC/LP diets in different species report strikingly common features [6,7]. For instance, it has been demonstrated that the offspring of parents fed HC/LP diets exhibit low birth weight [8]; metabolic disorders, such as impaired carbohydrate and lipid metabolisms [9]; and impaired cardiometabolic health [3,10].

Despite the increasing number of studies on nutritional programming, the mechanisms behind the imprinting of programming events and their subsequent effects on generations are not yet fully understood [11]. In mammals, several factors that can mediate the consequences of parental diet on the physiology of their offspring have been identified. The quality and quantity of nutrients provided via the mother’s diet are known to affect the phenotype of their offspring in the long term by directly affecting tissue development, which can lead to developmental alterations and defects in organ function [7]. Modifications of epigenetic marks are also a plausible mechanism to explain the effect of programming due to their susceptibility to environmental factors, their reversibility, and their role in the regulation of gene expression [2,12]. Dietary factors could alter different epigenetic marks, such as DNA methylation, either directly by affecting the availability of methyl donors or indirectly by affecting the availability of cofactors needed for enzymes involved in methylation processes [13]. Hence, HC/LP diets have been shown to induce either hypo- or hyper-methylation of DNA at specific sites [2]. Finally, increasing evidence also points to mitochondria as a key actor in nutritional programming. Disruption of mitochondrial activity due to nutritional events could alter the epigenome because of the role of mitochondria in producing important cofactors required for enzymes involved in epigenetic modifications [14].

In teleost fish, although only few studies have been conducted, the concept of programming has also been demonstrated in different species [15], and a particular focus has been given to aquaculture species [16]. Several studies have focused on different stimuli given during the early feeding phase and their long term consequences [17,18,19,20,21]. The consequences of stimuli applied earlier in development i.e., during gametogenesis, have also been tested. As such, the effects of a decrease in dietary methionine [22], complete plant-based diets [23], and selenium content [24] have been studied in rainbow trout. Nevertheless, the effects of parental HC/LP diets on their progeny have never been investigated in species with higher trophic levels. This question, however, is of importance as, for aquaculture sustainability, the diets of these species are evolving rapidly in farming practices and could trend towards an increase in the carbohydrate/protein ratio. Protein-rich fishmeal, traditionally used to formulate the diets of aquaculture species with a high protein requirement [25], could be replaced by plant-derived carbohydrates in broodstock diet [26,27]. It is thus essential to evaluate the consequences of a parental HC/LP diet on progeny in species with higher trophic levels.

To address this question, two-year old male and female trout were fed either a control diet formulated with no carbohydrate and a high protein content (NC diet, 0% carbohydrate and 63.89% protein) or a diet containing 35% carbohydrate but with a lower protein content (HC/LP, 35% carbohydrate and 42.96% protein) for an entire reproductive cycle for females and for a period of 5 months for males. Cross-fertilizations were carried out in order to obtain four groups of fry. Different phenotypic traits (mass, length, and morphometric analyses) were recorded before their first feeding. The effects on metabolism were investigated by measuring the energetic status of fry and by comparing their transcriptomes. The global DNA methylation was also assessed.

## 2. Material and Methods

### 2.1. Experimental Design

Two-year old male and female rainbow trout (*Oncorhynchus mykiss*) were distributed into two 8 m${}^{3}$ tanks at 8 ${}^{\circ }$C (November—year 1) and fed since the resumption of feeding in the experimental INRAE facilities of Lees-Athas (Figure 1). Broodstock were fed either a control diet containing 63.89% protein and 0% carbohydrate (NC) or a diet containing 42.96% protein and 35.30% carbohydrate (HC/LP). Fishmeal was used as the protein source, fish oil was included as the lipid sources, and carbohydrates were provided by gelatinized starch (Table S1). These two diets were prepared in our own facilities (INRAE, Donzacq, France) as extruded pellets (BC45 BisVis Clextral, France). The feeding experiment lasted until the next reproduction for females, i.e., 10 months (October-year 2). Regarding males, a *Saprolegnia* sp. infection occurred in late April (year 2) in the tank with males fed the HC/LP diet, and it triggered some deaths. To keep a sufficient amount of fish alive for reproduction, the males were re-fed the NC diet (details in Callet et al. [27]).

During the spawning period (November—year 2), spawns from 3 NC females and 2 HC/LP females were cross-fertilized with milts from 4 males from each experimental condition (NC and HC/LP diets). Thus, offspring from 4 different conditions were obtained: NN, fry from both males and females fed the control diet; HN, fry from only females fed the HC/LP diet and males fed the control NC diet; NH, fry from only males fed the HC/LP diet and females fed the NC diet; and HH, fry from both parents fed the HC/LP diet (Figure 1).

Eggs hatched in December (year 2), from 44 to 48 days post-fertilization (dpf) (HH: from 44 to 46 dpf; HN: from 44 to 47 dpf; NH: from 45 to 48 dpf; and NN: from 46 to 48 dpf). Fry were divided in two distinct batches. To investigate the specific effects of the parental HC/LP on metabolism, some yolk-sac fry were transferred before complete resorption to an experimental INRAE facility (Saint-Pée-sur-Nivelle, France), and they were kept at 10 ${}^{\circ }$C. Experiments were run before the first feeding between 61 and 64 dpf (description below). To monitor growth, some yolk-sac fry were transferred to another experimental INRAE facility (Donzacq, France), where they were kept at 17 ${}^{\circ }$C. At complete resorption, fry were fed a commercial diet (T3-P Omega, Skretting, France). After 3 weeks (Feb-year 3), fry were weighed and individually photographed from both sides.

### 2.2. Metabolic Rate Assays

At 61 dpf, over a 4-day period (January—year 3), 16 yolk-sac fry were randomly selected (n = 4 per condition) to measure their metabolic rates (MR). Individuals were kept for 24 h at 10 ${}^{\circ }$C (±0.1 ${}^{\circ }$C) under dim light (7 lx) for acclimatization and then placed in respirometry chambers of an intermittent flow respirometer (Loligo Systems, Viborg, Denmark) as previously described by Régnier [28]. Oxygen consumption as a proxy for MR was measured over an 18 h period at 10 ${}^{\circ }$C. Six hours were removed from the data, as this period is considered the acclimation period. The standard metabolic rate (SMR) was estimated by calculating the oxygen consumption during the last three hours of measurement (3 slopes). For the routine metabolism (RMR), oxygen consumption was measured over 12 h after the acclimatization period (12 slopes). SMR and RMR are expressed in mm${}^{3}$·O${}_{2}$·g${}^{-1}$ of wet mass. After MR measurement, individuals were anaesthetized in a benzocaine bath at 30 mg·L${}^{-1}$, weighed (BW), and then killed in a benzocaine bath at 60 mg·L${}^{-1}$. A photo of each yolk-sac fry was taken from both sides. The samples were then individually frozen in liquid nitrogen and stored at −80 ${}^{\circ }$C for further analyses.

### 2.3. Fry Body Morphologies

Body and yolk-sac measurements were performed for each fry (left and right side) by two different people using the software ImageJ (https://imagej.nih.gov/ij/index.html, accessed on 1 March 2020). To characterize fry body morphologies (before complete resorption and after 3 weeks of feeding), the fork length (L), the body depth (D) the head length (HL), the pre-orbital length (POL), and the whole-body area (WBA) were measured (Figure S1). Eye morphologies were also assessed by measuring the eye diameter (ED) of each fry. The relative head length (HLr), relative pre-orbital length (POLr), and relative eye diameter (EDr) were calculated by dividing HL, POL, and ED by fry length. Fulton’s condition factor, K, was calculated as follows: K = 100 × BW/L${}^{3}$. To describe fry yolk-sac morphologies (i.e., yolk-sac utilization), the yolk-sac length (YSL), height (YSH), and area (YSA) were measured. Then, the relative yolk-sac area (YSAr), height (YSHr), and length (YSLr) were calculated by dividing YSA, YSH, and YSL by WBA, D, and L, respectively. The yolk-sac volume (YSV) was estimated as follows: YSV = (π/6) × YSL × YSH${}^{2}$ [29].

### 2.4. RNA and DNA Extraction

Whole yolk-sac fry tissues were individually homogenized in ice using an Ultra Turrax homogeniser (T25 basic IKA-WERKE) at the speed setting of 4 for 10 s until they were homogeneous. Total RNA, DNA, and protein were extracted from whole yolk-sac fry (n = 16 per condition) using the QIAGEN AllPrep DNA/RNA/Prot Preparation Kit according to the manufacturer’s recommendations (Qiagen). The concentration of extracted RNA was analyzed using a spectrophotometer (Nanodrop ND1000, LabTech) by measuring absorbance at 260 nm. The quality of RNAs was checked with a Bioanalyzer (Agilent Technologies, Kista, Sweden), and 12 samples for each condition were selected for further analyses according to the RIN (RNA integrity number).

### 2.5. Determination of Fry Sex

The extracted DNA was used to assess the sex of the fry (n = 12 per condition), as previously described in Yano et al. [30]. Briefly, PCR was performed to amplify the master sex-determining gene (sdY gene). Then, 1 μL of DNA was mixed with 1.25 μL of each primer at 10 μm (forward: CCCAGCACTGTTTTCTTGTCTCA; reverse: CTGTTGAAGAGCATCACAGGGTC), 1 of μL dNTP mixture (Ozyme, 4 × 10 mM), and 5 μL of 5xPCR Buffer (Promega) with 0.125 μL of Taq DNA polymerase (Promega, 5 U/μL) in a total volume of 25 μL. Thermal cycling consisted of denaturation for 20 s at 94 ${}^{\circ }$C followed by 35 cycles of 94 ${}^{\circ }$C for 20 s, 59 ${}^{\circ }$C for 20 s, and 72 ${}^{\circ }$C for 20 s, with a final extension of 5 min at 72 ${}^{\circ }$C. PCR products were electrophoresed on a 2% agarose gel in a 1.5× TAE buffer and stained with SYBRSafe to reveal the presence or absence of sdY.

### 2.6. Global DNA Methylation

According to manufacturer recommendations, 1.5 μg of DNA (measured by Nanodrop) was digested with 0.5 μL of RNase cocktail (Ambion, Austin, TX, USA) containing 500 U/mL of RNaseA and 20,000 U/mL of RNase T1 to avoid further nucleoside contamination. Digestion was conducted for 30 min at 37 ${}^{\circ }$C. Nucleosides were obtained through a single step hydrolysis process using DNA Degradase Plus (Zymo Research, Orange, CA, USA) following the manufacturer’s protocol. In brief, the reaction mix consisted of 1.5 μg DNA sample, 2.5 μL 10× DNA Degradase Plus reaction buffer, 1 μL DNA Degradase Plus (5 U/μL), and H_2_O ultrapure up to a total of volume of 25 μL. The reaction mixes were incubated at 37 ${}^{\circ }$C for 2 h followed by heat inactivation at 70 ${}^{\circ }$C for 20 min. Samples were ultracentrifuged using 0.5 mL of Amicon Ultra at 3 kDa units (Merck Millipore, Billericia, MA, USA) according to the manufacturer’s instructions.

HPLC-UV analysis was based on the protocol described in Kovatsi et al. [31] with major modifications. The system consisted of an Alliance 2695 separation module (Waters, Milford, MA, USA), a 2487 dual Absorbance Detector (Waters, Milford, MA, USA), and a column oven. Chromatographic separation was performed on a Luna C8 (3 μm, 100 × 3 mm) (Phenomenex, Torrance, CA, USA) column. The mobile phase was composed of the following: solvent A: 10 mM potassium phosphate buffer, pH = 5.9 ± 0.1; solvent B: 100% methanol. Linear gradient elution was employed as follows: 0, 100% A; 0–8 min, 90% A; 8–8.5 min, 73% A; 8.5–13.5 min, 65% A. The flow was set at 0.5 mL/min. The temperature of the column oven was 25${}^{\circ }$C. The wavelength of UV detection was 277 nm.

Identification and quantification of nucleosides were conducted with external standards purchased from Berry and Associates (Dexter, MI, USA). The monitored nucleosides were 2′-deoxycytidine (dC), 5-methyl-2′-deoxycytidine (5-mdC), 5-hydroxymethyl-2′-deoxycytidine (5-hmdC), 5-formyl-2′-deoxycytidine (5-fdC), and 5-carboethoxy-2′- deoxycytidine (5-cadC). The in vivo global level of 5-mC, 5-hmC, 5-fC, and 5-caC was calculated as the percentage of each individual’s molar quantity divided by the total molar quantity of all the detected cytosine forms. Taking 5-mC as an example, the percentage of 5-mC was calculated using the following equation: 5-mC% = 100 × Q5-mC/(QC + Q5-mC + Q5-hmC + Q5-fC + Q5-caC), where QC, Q5-mC, Q5-hmC, Q5-fC, and Q5-caC are the molar quantities of 5mC, 5hmC, 5-fC, and 5-caC, respectively.

### 2.7. Microarrays, cDNA Labelling and Hybridization

Transcriptome profiles of yolk-sac fry were analyzed with microarray technology (n = 12 per condition). Microarray analyses were performed on an RBT-specific Agilent-based microarray platform with 8 × 60 K probes per slide. Then, 150 ng of total RNA was first amplified by a reverse transcription using a polyDT T7 primer (denaturation step: 10 min at 65 ${}^{\circ }$C; reaction step: 2 h at 40 ${}^{\circ }$C; inactivation step: 5 min at 70 ${}^{\circ }$C). The obtained cRNA were labelled with Cy3-dye (2 h at 40 ${}^{\circ }$C). Excess dye was removed using a RNeasy kit (Qiagen). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech; yield > 0.825 µg cRNA and specific activity > 6 pmol of Cy3 per µg of cRNA). A total of 600 ng of Cy3-cRNA was then fragmented with a specific buffer (30 min at 60 ${}^{\circ }$C). Cy3-cRNAs were then hybridized on a sub-array (17 h at 65 ${}^{\circ }$C in a microarray hybridization oven (Agilent). Slides were washed and scanned (Agilent DNA Microarray Scanner, Agilent Technologies, Massy, France) using the standard parameters for a gene expression 8 × 60 K oligoarray (3 µm and 20 bits). Data were then collected with the Agilent Feature Extraction software (10.7.1.1) and are available in GEO (accession number: GSE171310).

### 2.8. qPCR

Expressions of some genes selected in the transcriptomic analyses and genes from different pathways of interest were assessed by qPCR. Assays were carried out according to MIQE (Minimum Information for Publication of Quantitative Real-Time PCR Experiments) standards [32]. For each sample (n = 12 per condition), 1 μg of total RNA per condition was reverse transcribed to cDNA with SuperScript III RNase H reverse transcriptase (Invitrogen, Carlsbad, CA, USA) using random dT Primers. qPCRs were performed using the Roche Lightcycler 480 system (Roche Diagnostics, Neuilly-sur-Seine, France). Then, 2 μL of diluted cDNA (2 μL cDNA diluted in 150 μL of water) was mixed with 3 μL of LightCycler 480 SYBR Green I Master Mix and diluted to obtain a final volume of 6 μL. Forward and reverse primers were used at a final concentration of 400 nM. Thermal cycling was initiated with an incubation at 95 ${}^{\circ }$C for 10 min. Forty five steps of PCR were performed, each one consisting of heating at 95 ${}^{\circ }$C for 15 s for denaturing and at 60 ${}^{\circ }$C for 10 s for annealing as well as a third extension step at 72 ${}^{\circ }$C for 15 s. Melting curves were systematically monitored (with a gradient of 0.5 ${}^{\circ }$C/10 s from 55 ${}^{\circ }$C to 94 ${}^{\circ }$C) to confirm the specificity of the amplification reaction. Each PCR assay was run with replicate (duplicate of reverse transcription and PCR amplification) and negative controls included. PCR efficiency was measured by the slope of a standard curve using serial dilutions of cDNA (5 dilutions of a pool of all conditions from D20 to D380 in triplicate). Primer sequences and PCR efficiency values are presented in Table S2.

### 2.9. Statistical Analyses

All the statistical analyses were performed using R Software (version 3.2.5) [33]. Linear mixed-effects models were used to analyze the different parameters measured using the packages “lme4” from R software with a significance threshold set at *p*-value = 0.05. The best model was then selected using the Akaike Information Criterion (AIC). Concerning fry phenotypes, the effects of the maternal HC/LP diet and paternal HC/LP diet as well as the interaction between these two variables were investigated via the zootechnical parameters measured and the yolk-sac measurement. The sampling day and fry identification (except for BW and K) were treated as random effects. Then, the correlations between yolk-sac measurements and body measurements were estimated using a Pearson test (*cut-off p* = 0.01). When a significant correlation between two traits was present, ANCOVA analyses were used to test if the relationship between those traits was affected by the parental HC/LP diet.

To investigate the potential effect of the parental HC/LP diet on fry metabolism, the maternal nutritional history, the paternal nutritional history, and the interaction between these variables were investigated using the SMR and RMR. Then, the correlations between the SMR, RMR, yolk-sac, and body measurements were also estimated (Pearson test). When a significant correlation between two traits was present, ANCOVA analyses were used to test if the relationship between them was affected by the parental HC/LP diet.

Data from the microarray analysis were transformed with a logarithmic transformation, scale normalized, and analyzed using the Limma package [34]. In order to identify the differentially expressed genes resulting from the maternal, paternal, and parental HC/LP diet, transcriptomes of HN, NH, and HH fry were successively compared with the transcriptomes of NN fry. For these three comparisons, Limma *t*-tests were performed with a correction for multiple tests (*cut-off p* = 0.05 after a Benjamini–Hochberg correction), taking into account the sex of the fry and the time of the sampling. To characterize the change induced by the parental HC/LP diet, the gene ontologies of the probes that were annotated were collected from the DAVID (Database for Annotation, Visualization and Integrated Discovery bioinformatics resource, version 6.7) [35].

The relative expressions of genes assessed by qPCR were calculated by a mathematical method based on the real-time PCR efficiencies (Table S2) using a geometric mean from three reference genes (*eef1a*, *actb* and *18S*) for normalization [36]. The relative mRNA levels obtained were then transformed with a logarithmic transformation. To investigate the potential effect of the parental HC/LP diet on these mRNA levels, the effects of the sex of the fry, the maternal nutritional history, the paternal nutritional history, and the interaction between these last two variables were investigated using linear mixed-effects models. In situations where a significant interaction was present, a Tukey post hoc test was carried out. The day of sampling was treated as a random effect. As previously described, AIC was used to select the best fitted model.

## 3. Results

### 3.1. Phenotypes

Fry phenotypes, including fry body mass, body, head, and yolk-sac morphologies, were recorded before their first feeding and three weeks later. Between 61 and 64 dpf (before first feeding), the whole yolk-sac fry weighed 94.91 ± 10.49 mg (Figure 2A). Except for the fry total length and the relative eye diameter (Figure 2A), no significant differences were detected among fry body morphologies (i.e., for BW, K, D, WBA, HL, HLr, POLr, and ED, see Table S3 for statistical details). NH and HH fry had a significantly higher total length than that of NN and HN fry (+1.5%, $\chi^{2}$ = 4.0, df = 1, *p* = 0.046). The relative eye diameters of HN, NH, and HH fry were, respectively, 2.55, 2.32, and 3.78% lower than those for NN fry. Regarding yolk-sac morphologies (YSH, YSHr, YSL, YSLr, VYS, YSA, and YSAr), no significant differences were detected among offspring (Table S3).

After 3 weeks of feeding, fry weighed 362.41 ± 106.75 mg (Figure 2B). No significant differences were detected in fry body morphologies (i.e., for BW, K, L and D). However, the head proportions of NH and HH fry were on average 2.44% lower than those of HN and NN fry ($\chi^{2}$ = 10.7, df = 1, *p* = 0.001). Moreover, the eye proportions of HN, NH, and HH fry were 1.62, 1.93 and 4.94% lower, respectively, than those of NN fry ($\chi^{2}$ = 4.9, df = 1, *p* = 0.03) (Figure 2B).

Before the first feeding, phenotypical traits related to the body (BW, K, L, D, and WBA) and head (HL, HLr, POLr, and ED) morphologies were correlated with different yolk-sac traits (Figure 3A). All but three of these relationships remained unaffected by the parental nutrition. The relationships linking BW and yolk-sac length, volume, and area were significantly different for HH fry in comparison to those for NN fry (Figure 3B). While NN fry body mass was positively correlated with YSH, VYS and YSA, such correlations did not exist for HH fry.

### 3.2. Metabolic Rate

Fry metabolic rates were measured between 61 and 64 dpf (Figure 4A). The HH and HN fry had on average a 6.45% and a 5.48% lower SMR and RMR, respectively, than those of NH and NN fry ($\chi^{2}$ = 5.4, df = 1, *p* = 0.02 and $\chi^{2}$ = 4.3, df = 1, *p* = 0.04, respectively). Moreover, neither SMR nor RMR were significantly correlated with yolk-sac measurements (*p* > 0.05).

### 3.3. Global DNA Methylation

The five intermediates of DNA methylation were measured in whole fry between 61 and 64 dpf (Figure 5A). The C proportion was significantly decreased in HN and HH in comparison to the C proportion observed in NN fry ($\chi^{2}$ = 12.2, df = 1, *p* < 0.001). The 5-mC proportion was 8.3% and 16.8% lower in HN and HH fry, respectively, in comparison to that observed in NN fry ($\chi^{2}$ = 9.3, df = 1, *p* = 0.002). The 5-hmC and 5-fC were not detected by HPLC-UV in our samples. Finally, the 5-caC proportion significantly increased in HN, NH, and HH fry in comparison to that observed in NN fry ($\chi^{2}$ = 11.9, df = 1, *p* < 0.001).

### 3.4. Transcriptomes

Between HN and NN fry, no significant difference in expressions of probes was found, while 15 probes were differentially expressed between NH and HH fry, and only the ankyrin repeat domain 16 had a fold change (FC) > 1.5 (Table S4). 

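RNA from whole yolk-sac fry sampled at 61 to 64 days post fertilization was labelled with a single dye and hybridized on an Agilent oligonucleotide array made for rainbow trout, with 1 array per fry. There were 12 fry in each of the 4 groups, NN (both parents fed the control diet), HN (mother fed the HC/LP diet), NH (father fed the HC/LP diet) and HH (both parents fed the HC/LP diet). The labels record 7 females and 5 males among the NN fry, 5 and 7 among the HN fry, 4 and 8 among the NH fry, and 6 and 6 among the HH fry. The 48 arrays came from 18 slides and were scanned on 3 dates, each of which held arrays of every group. An array carried 62976 spots, of which 61657 were not controls, and these belonged to 61175 probes of 60 bases. The scanner software marks whether a spot was well above its background. This share was between 70.6% and 88.0% of the spots in the NN fry (median 79.5%), between 69.8% and 87.4% in the HN fry (median 78.7%), between 66.1% and 88.1% in the NH fry (median 80.8%) and between 66.9% and 88.4% in the HH fry (median 79.4%). No spot was saturated. The authors deposited the scanner output of each array, with a background-corrected intensity per spot, and a table of log2 values. Here the background-corrected intensity was put on the log2 scale, outlier spots were left out, spots of a probe were averaged, and the arrays were scaled with limma. The 52548 probes well above background on at least 12 arrays were tested. All 48 arrays entered 1 linear model with the group and the sex of the fry, and p-values were adjusted by the Benjamini-Hochberg method. The study also took the time of sampling into account, which is not used here. The number of fry limits the precision. In a simulation of the comparison between HH and NN fry with 200 changed probes among 52295, 1.5% of the changes of 0.5 on the log2 scale, 58.5% of the changes of 1 and 97% of the changes of 2 were recovered.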

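Between HN and NN fry, 1 of the 52548 probes passed an adjusted p of 0.05 in the limma test, and 1222 had an unadjusted p under 0.05. It was GSONMT00069197001, a Genoscope transcript that the files do not pair with a gene name, chosen by a rule set before the data were examined. Its signal on the log2 scale was 4.52 ± 0.36 (SD, n = 12) in HN fry and 5.25 ± 0.24 (SD, n = 12) in NN fry, a log2 fold change of -0.75 (standard error 0.13, adjusted p = 0.0491). All 12 HN fry were below the mean of the NN fry. With each comparison fitted on its own 24 fry, without the sex of the fry, with the slide as a fixed block or with no filter on dim probes, this count was 0. Between NH and NN fry, the comparison that heads the list in Table S4, the limma test gave 0 probes, with 2545 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0609. This count was 22 after quantile normalization. Between HH and NH fry, 1 probe passed, with 1233 at an unadjusted p under 0.05. This probe, D2OM_LOC100304536.1.5, had a log2 fold change of -2.03 (standard error 0.32, adjusted p = 0.00305) between HH and NH fry. The count between HH and NH fry was 0 with the slide as a fixed block and with only the 2 groups compared. It was highest with array weights, with 8 probes. By chance, 2627 probes would be expected at an unadjusted p under 0.05, more than the 1222, 2545 and 1233 found. For NH against NN fry, the number found was 4220 with quantile normalization and 1333 with the slide as a fixed block.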

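Between HH and NN fry, the limma test gave 55 probes past an adjusted p of 0.05, 19 with a higher and 36 with a lower signal in HH fry, and 3287 probes had an unadjusted p under 0.05. Of the 55 probes, 19 had an absolute log2 fold change over 1.5. Their absolute log2 fold changes ran from 0.51 to 3.34, with a median of 1.28. The smallest p belonged to GSONMT00020345001 and the largest change to GSONMT00057129001, transcripts that the files do not pair with a gene name. GSONMT00020345001 had a log2 signal of 5.59 ± 0.51 (SD, n = 12) in HH fry and 8.05 ± 0.48 (SD, n = 12) in NN fry (log2 fold change = -2.44, standard error 0.29, adjusted p = 4.53e-06). No NN fry was under the highest HH fry. Its 48 values lay at 2 separate levels, near 5.45 and 7.69, and 11 HH fry, 5 NH fry, 2 HN fry and 0 NN fry were at the lower level. GSONMT00057129001 had a log2 signal of 7.25 ± 0.48 (SD, n = 12) in HH fry and 10.66 ± 2.28 (SD, n = 12) in NN fry (log2 fold change = -3.34, standard error 0.65, adjusted p = 0.012). Its values also lay at 2 levels, near 7.43 and 12.3, and 3 NN fry were under the highest HH fry.

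**Figure D1:**
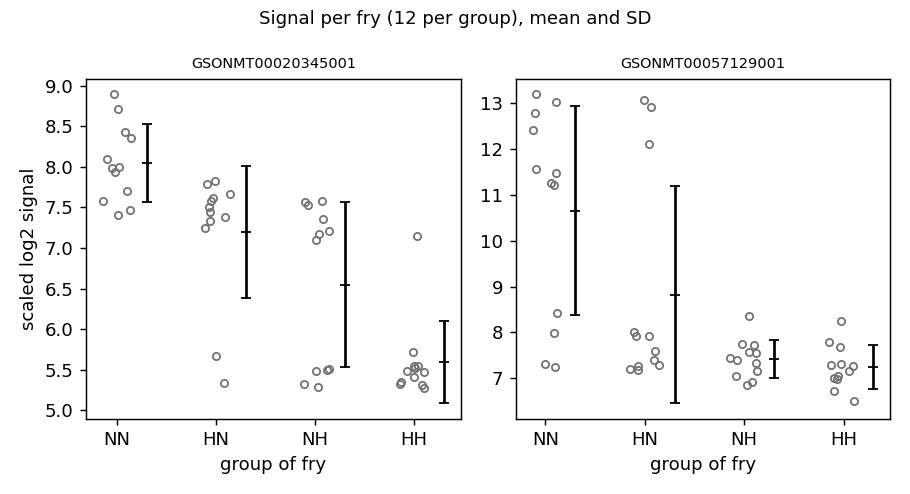
Scaled log2 signal (y axis) of GSONMT00020345001 and GSONMT00057129001 in each fry (circles, 12 per group), with the mean and SD of the group beside them. For GSONMT00020345001 the NN fry lie between 7.41 and 8.90 and the HH fry between 5.28 and 7.14, and in both panels the fry lie at 2 levels.

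The number of probes depended on how the arrays were normalized. Among the alternatives set before the data were examined, it was highest after quantile normalization, with 225 probes, 54 of which were among the 55, and lowest with the slide as a fixed block, with 23 probes. With each array centred on its 75th percentile there were 202 probes, of which 52.5% had a lower signal in HH fry, against 65.5% of the 55.

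**Figure D2:**
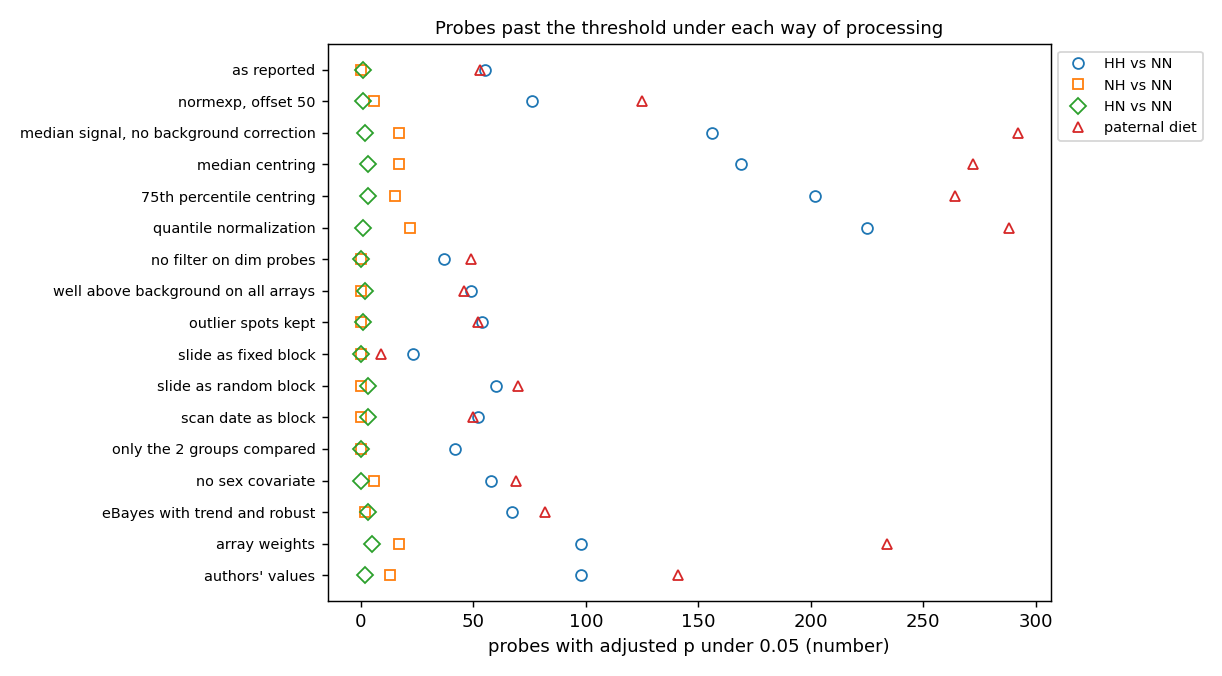
Number of probes with an adjusted p under 0.05 (x axis) under each way of processing (y axis), for HH, NH and HN fry against NN fry and for the paternal diet over all groups. The values for HH against NN fry run from 23 to 225, and those for HN against NN fry from 0 to 5.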

In total, 308 probes were differentially expressed between HH and NN fry, of which 8 had a FC > 1.5 (Table S4). Among these probes, 7.1% were not annotated. Regarding the annotated probes, the most represented pathways were those involved in metabolic pathways (18.2%), regulation of transcription (17.9%), immunity (8.8%), development (including genes coding for crystallin), and the signaling pathway.

Pathways related to metabolism included genes coding for glucose transporters and genes involved in glycolysis and amino acid metabolism, energy production, and mitochondrial dynamism. Hence, these pathways were selected to be further analyzed by qPCR, thereby allowing for the validation of microarray data (Figure S2). Thus, HN and HH fry had, on average, 13.6% and 14.6% higher *hk2* and *pfkla* mRNA levels, respectively, when compared with those of NH and NN fry. On average, NH and HH fry had significantly lower *glut1ba* (−14.8%), *glut1bb* (−9.4%), *pfkmaa* (−19.5%), *pfkmab* (−26.8%), *pfkmba* (−39.3%), and *pfkmbb* (−21.9%) mRNA levels than those of HN and NN fry. HN fry had significantly higher *ldhaa* mRNA levels than those of the fry from the three other conditions. Results regarding genes coding for glucose transporters and the 6-phosphofructokinase are in accordance with results obtained by the transcriptomes analyses. 

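The study's primer table pairs 5 glucose transporter genes and 6 phosphofructokinase genes with probes of the array by their Genoscope number. None of these probes passed the threshold of the limma test between HH and NN fry. Among the glucose transporters, the smallest p belonged to glut1ab (GSONMT00058835001), with a log2 signal of 3.88 ± 0.27 (SD, n = 12) in HH fry and 3.51 ± 0.55 (SD, n = 12) in NN fry, a log2 fold change of 0.38 (standard error 0.19, p = 0.0482, adjusted p = 0.79). The other 4 had log2 fold changes between -0.23 and -0.06. Among the phosphofructokinases, the smallest p belonged to pfkmaa (GSONMT00028237001), with 13.17 ± 1.01 (SD, n = 12) in HH fry and 13.86 ± 1.07 (SD, n = 12) in NN fry. Its log2 fold change of -0.72 was smaller than the spread between fry (standard error 0.43, p = 0.106, adjusted p = 0.934), and 10 of 12 HH fry were below the mean of the NN fry. It passed the threshold in 5 other ways of processing, at -0.63 with normexp background correction, -0.62 with median centring, -0.59 with 75th percentile centring, -0.57 with quantile normalization and -0.60 with the authors' log2 values. For pfkmab, the log2 fold change was 0.30 (standard error 0.24, adjusted p = 1).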

In regard to amino acid catabolism, NH and HH had, on average, significantly lower *hibadh* mRNA levels than those of NN and HN fry (−18.6%). In contrast, no differences in the levels of mRNA for genes coding for the glutamine synthetase and glutaminase were detected among all conditions, which is in contrast with results obtained from the transcriptomic analyses. Regarding energy production, mRNA levels from one of the three homologs coding for the citrate synthase were decreased in HN and HH fry in comparison with those of NN and NH (−26.1%). Moreover, mRNA levels for one of the three homologs coding for 2-oxoglutarate dehydrogenase decreased by −11.1% in NH and HH fry when compared with the levels recorded for NN and HN (Figure 4B). Together, these results are in accordance with the transcriptomic analyses. 

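On the array, citrate synthase and 2-oxoglutarate dehydrogenase could be read only from probes whose own name gives the gene, since no probe was paired with the primers of the study's citrate synthase genes. D2OM_CISY.1.6 had a log2 signal of 7.26 ± 0.42 (SD, n = 12) in HH fry and 7.41 ± 0.34 (SD, n = 12) in NN fry, a log2 fold change of -0.14 (standard error 0.15, adjusted p = 1 in the limma test). For 2-oxoglutarate dehydrogenase, D2OM_OGDHA.1.2 had a log2 fold change of -0.21 (standard error 0.41, adjusted p = 1) and D2OM_ODO1.1.1 one of 0.06 (standard error 0.28, adjusted p = 1) between the same groups. The 3 differences were within the spread between fry. The probe paired by its primer with hibadhb, GSONMT00055553001, was at 8.75 ± 0.64 (SD, n = 12) in HH fry and 9.02 ± 0.64 (SD, n = 12) in NN fry, a difference that was not significant (log2 fold change = -0.27, standard error 0.21, adjusted p = 1). The paper's qPCR result for hibadh is a paternal one. Over all groups, the paternal HC/LP diet changed this probe by -0.29 (standard error 0.15, adjusted p = 0.651 in the limma test), in the paper's direction but not past the threshold.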

Interestingly, the comparison of transcriptomes also revealed some effects of the parental HC/LP diet on mitochondrial dynamism (*bnip3* and *mfn2*). qPCR results did not confirm the results obtained for mitofusin 2 (*mfn2*). 

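The probe with the Genoscope number of mfn2, GSONMT00004526001, had a log2 signal of 12.12 ± 1.03 (SD, n = 12) in HH fry and 12.10 ± 0.83 (SD, n = 12) in NN fry, a log2 fold change of 0.01 (standard error 0.38, adjusted p = 1 in the limma test). Another mitofusin probe, D2OM_MFN1B.1.2, was at 5.94 ± 0.34 (SD, n = 12) in HH fry, 6.01 ± 0.39 (SD, n = 12) in NH fry, 6.51 ± 0.29 (SD, n = 12) in HN fry and 6.57 ± 0.37 (SD, n = 12) in NN fry. All 12 HH fry and all 12 NH fry were below the mean of the NN fry. Its log2 fold change between HH and NN fry was -0.64 (standard error 0.15, p = 8.56e-05, adjusted p = 0.0682), which passed the threshold with median centring, 75th percentile centring and quantile normalization, with only probes well above background on all arrays, and with limma's trend and robust settings. Over all 4 groups, the paternal HC/LP diet changed this probe by -0.58 (standard error 0.11, adjusted p = 0.0063). The probe paired with mfn1 by its primer, GSONMT00078240001, did not change, with a log2 fold change of 0.03 between HH and NN fry (standard error 0.12, p = 0.812, adjusted p = 1) and of 0.02 for the paternal diet (adjusted p = 0.989). The probe of bnip3b, GSONMT00082530001, was lower in 11 of 12 HH fry than the mean of the NN fry, with a log2 fold change of -0.58 that did not pass the threshold (standard error 0.20, p = 0.0061, adjusted p = 0.439), and that of bnip3a, GSONMT00001151001, had a log2 fold change of 0.00 (standard error 0.16, adjusted p = 1). Another probe, D2OM_BNIP3.1.8, had one of -0.14 (standard error 0.19, adjusted p = 1). For the paternal diet, limma gave -0.54 for the bnip3b probe (standard error 0.14, adjusted p = 0.129). It gave 0.06 for that of bnip3a (adjusted p = 0.966) and -0.10 for D2OM_BNIP3.1.8 (adjusted p = 0.946). Across the 26 probes of genes that the study names, 4 had an unadjusted p under 0.05 between HH and NN fry, 0 passed the threshold of limma over all probes and 2 passed when adjusted over the list alone. The genes were listed before the data were examined, but the study chose these genes on the same fry, so the latter count is not independent evidence.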

NH fry tended to have a lower *bnip3a* mRNA level than that of NN fry. Moreover, NH and HH fry had, on average, significantly lower *opa1a* (−10.4%), *fis* (−8.4%), and *parkin* (−9.1%) mRNA levels than those of NN and HN fry (Figure 4C).

Finally, the most significant result according to the transcriptomic analyses (Table S4) concerns a gene that codes for the DNA methyltransferase 3 (log2 fold change = −2.02). 

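The only probe paired with a DNA methyltransferase 3 gene, through the primer of dnmt3bba1, was GSONMT00007757001. Its log2 signal was 4.30 ± 0.47 (SD, n = 12) in HH fry and 4.33 ± 0.68 (SD, n = 12) in NN fry, a log2 fold change of -0.05 (standard error 0.20, p = 0.815, adjusted p = 1 in the limma test). A probe named for DNA methyltransferase 3 alpha, D2OM_DNM3A.1.1, had a log2 fold change of -0.02 (standard error 0.28, adjusted p = 1). Both differences were within the spread between fry. These 2 probes need not be the one behind the DNA methyltransferase 3 entry of Table S4, which has the smallest adjusted p of the paper's list for HH against NN fry, with a log2 fold change of -2.02 (adjusted p = 5.94e-06). In a fit of the authors' log2 values, the smallest p between HH and NN fry belonged to GSONMT00020345001, with a log2 fold change of -2.01 (adjusted p = 1.44e-06), which also had the smallest p in the values scaled here. The number of spots within 0.2 of the entry's log2 fold change and within 0.5 of its log10 adjusted p was 0. This limit cannot decide the matter, because the fit here lacked the time of sampling that the study used, which can move an adjusted p. Among 9 entries that name the gene of a probe, that probe was the nearest by value for 2. A shared name need not give the entry's own probe, since D2OM_NOL9.1.2 stood for entries of -0.81 and -0.41. This count therefore does not rate a match by value. No column of the files and no table pairs GSONMT00020345001 with a gene, so whether it is the probe of that entry stays open.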

Among the 8 homologs known to code for this protein in trout, *dnmt3bba2* mRNA levels were, on average, significantly decreased in HN and HH fry in comparison to those of NN and NH (−15.9%). *dnmt3bbb* mRNA levels were also −15.3% lower in HN, NH, and HH fry in comparison to those of the control NN (Figure 5B). Finally, NH, HN, and HH fry also had −20.0% lower *crybbb* mRNA levels (gene coding for crystallin) than those of NN.

## 4. Discussion

In an effort to make aquaculture more sustainable, much focus has been placed on broodstock diets in which fishmeal has been replaced by terrestrial plants products, thus increasing their carbohydrate content [26,27]. However, parental HC diets are known to significantly impact both the phenotypes of offspring as well as metabolism in mammals [2]. The effects of such parental diets have yet to be explored in higher trophic level teleost fish. The present study sought to evaluate the impact of a maternal and paternal HC/LP diet individually in addition to the combination of the maternal and paternal HC/LP diet, namely, the parental HC/LP diet, on yolk-sac fry. During this stage, fry switch from an endogenous to exogenous feeding and thus undergo important metabolic changes, which could reveal some changes triggered by the programming led by parental nutrition.

### 4.1. Offspring Growth Was Unaffected by the Parental HC/LP Diet

First, several measurements were carried out to detect any adverse effects of the parental HC/LP diet on offspring phenotypes, especially with respect to growth.

Neither the maternal nor the paternal nutritional history affected offspring body mass. During this early stage, the yolk-sac was not yet fully resorbed, and the mean mass included not only the mass of the fry but also the mass of the remaining yolk sac. As such, some effect of the parental diet on growth could have be hidden if body mass had been considered alone. Body morphology parameters, such as total length, depth, and whole body area, needed to be used as a proxy for growth. Among the different morphological measurements that depict growth, a slight increase was recorded only for the total fry length in response to the paternal HC/LP diet. However, this effect was small and was not observed after 3 weeks of feeding. Overall, the parental HC/LP diet did not significantly affect offspring growth in rainbow trout. This result is of particular interest as it is in direct contrast with results typically found in mammals [3,37,38,39,40,41,42,43,44,45] and birds [46] in which both maternal and paternal LP diets are known to compromise offspring growth.

In fish, in contrast to mammals, all of the nutrients available for an individual’s development and growth before the first feeding are deposited in the egg, facilitating the study of programming. It has previously been demonstrated that female rainbow trout fed a challenging diet could maintain the quality of their eggs [26,47]. Such findings have been confirmed in the present experiment. Indeed, egg size, which reflects the quantity of nutrients available and is known to be correlated with the fry mass at first feeding in rainbow trout [48], was not significantly affected by the HC/LP diet [27]. Moreover, egg macronutrient content (glycogen, free glucose, lipid, and protein) was also maintained [27]. The unimpaired quality of eggs (nature of macronutrients and quantity provided) produced by females fed the HC/LP diet accounts for the fact that offspring growth was maintained. Furthermore, we also investigated the possible effect of the parental diet on the rate of yolk-sac resorption. The negative relationship between yolk-sac measurements, fry growth, and, in particular, head length, was expected, as the more the fry grows, the more its yolk-sac diminishes [49]. These relationships were not affected by the parental HC/LP nutrition. Thus, offspring could have used their reserves at a similar rate, regardless of their parental nutritional history, explaining why no differences in fry growth were detected at this early stage. Moreover, positive relationships were observed between fry mass–fry depth and yolk-sac measurements, which probably illustrates the fact that the biggest fry had the biggest yolk-sac, regardless of their resorption rate state. Interestingly, while there are positive relationships between BW and yolk-sac height, BW and volume, and BW and area for NN fry, such relationships did not exist for the HH fry. That is, while the heaviest NN fry had the biggest yolk-sac (area and volume), this was not the case for HH fry. A large variability in HH fry size along with differences in resorption rate amongst HH fry may explain this result. However, such variability in resorption rates was not related to a greater variability in metabolic rates (Figure 4) and should be further explored.

### 4.2. Eye Development Was Affected by the Parental HC/LP

Interestingly, while fry growth did not seem to be strongly affected by the parental nutritional history, both paternal and maternal HC/LP diets significantly decreased the relative eye diameter in fry. Interestingly, this effect persisted after 3 weeks of feeding. At both time intervals, a synergistic effect of the paternal and maternal diets appeared as the HH fry had the lowest relative eye diameter. In addition, an important number of genes differentially expressed between the HH and the control NN fry were linked to neurological development pathways. Among them, relative mRNA levels for several genes coding for crystallin, the protein responsible for the optical properties of the lens [50], were significantly decreased in HH fry (log2FC = −0.5). 

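The primers of the study's crystallin gene (crybbb) lie within a pair of probes on the array. GSONMT00073588001 had a log2 signal of 5.16 ± 0.36 (SD, n = 12) in HH fry and 5.86 ± 0.39 (SD, n = 12) in NN fry. Its log2 fold change of -0.68 (standard error 0.22, p = 0.00338) did not pass the threshold of limma over all probes (adjusted p = 0.343), although all 12 HH fry were below the mean of the NN fry. With normexp background correction it was -0.31. The other probe, GSONMT00045121001, had a log2 fold change of -0.20 (standard error 0.14, p = 0.167, adjusted p = 1). The paper's array result is for several crystallin genes, and these probes need not be among those behind it.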

Interestingly, in rainbow trout, eye size is correlated with age and not fish size, as eye growth is known to be maintained during a period of restricted feeding, while somatic growth is typically decreased [51].

Despite the fact that the reduction of protein in the parental HC/LP diet did not impair offspring growth, eye development could have been affected. The effect of a maternal LP diet on hormonal signals should be explored. Hormonal signals have been identified as a potential mechanism that can explain the imprinting of maternal nutrition. Of particular interest is cortisol, which is deposited in eggs and is also known to affect fry and eye development [52,53].

### 4.3. Energy Metabolism Was Altered by the Parental HC/LP Diet

To assess any adverse effects of the parental HC/LP diet on yolk-sac fry, metabolic rates were measured and non a priori analyses were used to detect any pathways affected.

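The effect of the father's diet on the transcriptomes can be read from the NH against the NN fry, with 12 fry in each group, or from all 4 groups, with the 24 fry of HC/LP-fed fathers against the 24 fry of control-fed fathers whatever the mother was fed. In the latter comparison, 53 of the 52548 probes passed an adjusted p of 0.05 in the limma test, 20 with a higher and 33 with a lower signal after the paternal HC/LP diet, and 4142 had an unadjusted p under 0.05, where 2627 would be expected by chance. The count ran from 9 with the slide as a fixed block to 292 with the median signal and no background correction. Of the probes that passed between HH and NN fry, 18 also passed for the paternal diet. GSONMT00020345001 had the smallest p, with a change of -1.53 on the log2 scale (standard error 0.21, adjusted p = 0.000113) for the paternal diet, and its signal in NH fry was 6.55 ± 1.01 (SD, n = 12).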

The paternal HC/LP diet did not impair metabolic rates in offspring, and their transcriptomes were not highly affected. These results were not awaited. It is now well recognized that sperm also carry information that could highly affect their offspring metabolism in the long term [9] via changes in sperm epigenetic status [54]. Male broodstock could have been selected by the important mortality triggered by the *Saprolegnia* sp. [27]. Following this event, a dietary shift occurred during the feeding trial, and, as a consequence, male broodstock only received the HC/LP diet for a period of 5 months. Both the potential selection of males and the restricted exposure to HP/LC diet could explain the limited effect observed for offspring phenotypes and metabolism.

In contrast, while the maternal HC/LP diet induced a shift in offspring metabolic rates, no differences were detected at the molecular level (i.e., transcripts) between the HN and NN fry.

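For the mother's diet over all 4 groups, with the 24 fry of HC/LP-fed mothers against the 24 fry of control-fed mothers, 15 probes passed an adjusted p of 0.05 in the limma test, 3 with a higher and 12 with a lower signal after the maternal HC/LP diet. A further count, that of probes with an unadjusted p under 0.05, was 1937, below the 2627 expected by chance. It was above 2627 with median centring (3112), 75th percentile centring (3179), quantile normalization (3336), array weights (3013) and the median signal (2759). It was 2068 with normexp, and also below the number expected by chance in the other alternatives that could be run. GSONMT00069197001 had the smallest p for the maternal diet, with a change of -0.56 (standard error 0.09, adjusted p = 0.00658). The number past the threshold was 5 with the slide as a fixed block and 53 with median centring or array weights. The larger share of lower signals did not hold throughout. There were 9 higher and 9 lower with normexp, 22 and 22 with the median signal, and 25 and 25 with 75th percentile centring. With array weights 29 were higher and 24 lower, and with the authors' log2 values 12 and 11. More were lower in the other alternatives, with 24 higher and 29 lower after median centring.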

Finally, a synergistic effect of paternal and maternal nutritional histories was observed for metabolism. HH fry had lower metabolic rates than those of the NN control. Moreover, this result is in accordance with results obtained at the molecular level. The comparison of fry transcriptomes revealed that the HH fry metabolisms were more affected than the control NN were. 

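Whether the change with both parents on the HC/LP diet exceeded the sum of the changes with 1 of them was tested as an interaction of the maternal and paternal diets. The limma test gave 0 probes past an adjusted p of 0.05 for this interaction, with 600 at an unadjusted p under 0.05 and a smallest adjusted p of 1, and the count was 0 in every other way of processing that was tried. Between HH and HN fry, 4 probes passed, all with a lower signal in HH fry, and 1801 had an unadjusted p under 0.05. They were GSONMT00020345001, GSONMT00044738001, GSONMT00050068001 and D2OM_DHX8.1.6, named after their values were seen because they were so few. The log2 fold changes of the GSONMT transcripts between HH and HN fry ran from -1.63 to -0.93. D2OM_DHX8.1.6 was dim, and its log2 fold change between HH and NN fry went from -2.25 to -0.34 with normexp, so only its direction is given. The count between HH and HN fry was 14 with array weights and 0 with the slide as a fixed block. Both directions were found with array weights (6 higher and 8 lower), median centring (4 and 6), 75th percentile centring (3 and 5) and quantile normalization (5 and 7). In the other alternatives with any probe past the threshold, all were lower in HH fry. From the comparison of the transcriptomes of HH and NN fry, the paper concludes that the metabolism of HH fry was affected more, and it sets this beside the lower metabolic rates of the HH fry.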

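Probes paired with genes of energy metabolism, through the study's primer table or a gene name in the files, were tested as sets between HH and NN fry. Among 21 glycolysis probes, 15 had a lower mean in HH fry and the median log2 fold change was -0.07 (camera p = 0.596, adjusted p = 0.968). The number with a lower mean was 13 with quantile normalization, where the median was also -0.07. Among 6 probes of the TCA cycle, 4 had a lower mean and the median was -0.03, while camera placed the set on the higher side (p = 0.968, adjusted p = 0.968). With normexp, median centring, 75th percentile centring and quantile normalization, 2 of the 6 were lower, the median ran from 0.05 to 0.08 and camera's side was the same. Among 18 probes of oxidative phosphorylation, 11 had a lower mean and the median was -0.03 (camera p = 0.848, adjusted p = 0.968). Camera kept the set on the lower side under each normalization, but the median was 0.02 with 75th percentile centring, where 8 of the 18 were lower, and 0.01 and 0.00 with normexp and quantile normalization. None of the sets passed an adjusted p of 0.05 with camera or with limma's rotation test (fry). The tests covered 3 comparisons and 5 sets, and camera estimated the correlation within each set. The sets were formed after the descriptions in the files were found to be blank.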

The combined effect of the paternal and maternal HC/LP diet led to dysregulation of energy metabolism at the transcriptomic level, as seen by the overall downregulation of the expression of genes coding for proteins involved in energy production (glycolysis and TCA) in HH fry in comparison to NN fry. Previous studies reported a similar outcome in the muscle of offspring born from mothers fed LP diets in murine species [8,55,56].

Mitochondria, the powerhouse of the cell, are dynamic organelles that can either fuse to create more elongated mitochondria or a mitochondrial network, or undergo fission, thus creating a fragmented mitochondrial network. In murine species, maternal nutrient insults, such as a high sugar diet or a LP diet, typically induce unbalanced mitochondrial fusion/fission, leading to mitochondrial dysfunction in offspring across different generations [57,58,59,60,61]. In addition to the previous results regarding bioenergetics, qPCR also revealed that relative mRNA levels in genes coding for Bnip3 (log2FC = −0.13 between NH and NN), Opa1 (log2FC = −0.18 between HH and NN), and Fis (log2FC = −0.14 between HH and NN), proteins that orchestrate either mitochondrial fusion or fission, were slightly affected by the parental HC/LP diet. Interestingly, even though there is a synergistic effect of paternal and maternal HC/LP diets, the effect is primarily due to the paternal HC/LP diet, suggesting that the imprinting of the programming event is more likely due to epigenetic modulation than due to the maternal transmission of defect mitochondria [61].

Gene expression can vary greatly from one tissue to another and can be regulated in the opposite direction. This is particularly true for genes involved in mitochondrial morphology and dynamics [62]. Moreover, the processes of mitochondrial fusion and fission are subjected to complex regulations through transcription and both post-transcription and post-translational regulation [62,63,64]. In the present study, due to the size of the fry at this early stage, analyses were conducted on whole fry. Despite being relative *parkin* mRNA levels, a gene coding for a protein involved in the mitophagy pathway, which can occur after mitochondrial fission, was also significantly reduced in NH and HH fry (log2FC = −0.14). It is impossible to confirm whether fission was promoted by the paternal HC/LP diet. Despite this limit, these preliminary results illustrated that a parental HC/LP diet could affect the balance between mitochondrial fusion and fission, which need to be tightly regulated to maintain an adequate mitochondrial function and, thus, energy metabolism in offspring.

Finally and more importantly, even though mitochondrial dynamics and energy metabolism were altered by both the maternal and the paternal HC/LP diets at the transcriptomic level and metabolic rates were disturbed, fry growth were not highly affected. Moreover, no correlation between metabolic rates and growth parameters (BW, length, depth, and WBA) was observed. Nevertheless, metabolic rates are known to be positively correlated with growth in fish (i.e., fish with higher SMR grew faster when fed *ad libitum*) [65]. This striking result suggests that the changes observed in metabolism were not strong enough to compromise fry growth. However, as eye development was affected by the parental HC/LP diet, it could be hypothesized that the parental HC/LP modified the allocation of fry energy.

### 4.4. The Parental HC/LP Diet Induced Global DNA Hypo-Methylation

The inheritance of epigenetic information is now recognized as the main mechanism underlying the effect of nutritional programming, and among them is the modification of DNA methylation [13]. Here, we demonstrated that the maternal HC/LP diet induced global DNA hypomethylation in offspring, with a synergistic effect of the paternal HC/LP diet. The effect of alteration of the DNA methylation landscape and the modification of relative mRNA levels of genes involved in the methylation/demethylation process by the maternal HC/LP diet have previously been demonstrated in murine species [2]. While the biological role of this intermediate of the DNA demethylation pathway still needs to be assessed [66], both the paternal and the maternal HC/LP diets induced a significant augmentation of 5-caC. This provides further evidence that the HC/LP diet could have impact on the epigenetic landscape.

Different hypotheses have been proposed to explain how a parental HC/LP diet could alter the epigenetic landscape in offspring. First, it was previously shown that maternal HC/LP diets could directly affect *dnmt1* and *dnmt3* expression by alteration of the 1-carbon metabolism [12]. These genes code for the enzymes responsible for the maintenance of DNA methylation patterns during cell replication (Dnmt1) and de novo addition of a methyl group (Dnmt3). Such outcomes have been described in the liver of the offspring in mammals [67,68]. Interestingly, in the present study, the maternal HC/LP diet also induced an alteration of the expression of two homologs coding for Dnmt3. More specifically, relative *dnmt3* mRNA levels were significantly reduced in HH and HN fry (log2FC = −0.32 and −0.38). The potential different functions of these two homologs are still currently unknown [69], but these results are in line with the reduced proportion of 5-mC in these two groups.

LP/HC diets could also alter the availability of methyl donors or the cofactors needed for enzymes involved in methylation/demethylation processes, in which mitochondria play a central role. Mitochondria, whose role is not only restricted to energy production, also produce important cofactors required for enzymes involved in epigenetic modifications, such as alpha-ketoglutarate, which mediates DNA demethylation processes catalyzed by the ten-eleven translocation enzyme. Thus, the reprogramming of the mitochondrial function in an altered nutrient environment could also strongly impact the epigenetic landscape [14]. For this reason, additional studies are needed to further investigate and describe the effect of the parental HC/LP diet on mitochondrial dynamics.

## 5. Conclusions

In rainbow trout, a teleost fish, we showed that a parental HC/LP diet affects offspring energy metabolism in the short term. However, growth was not compromised at this early stage in contrast to results typically observed in mammals. The carbohydrate/protein ratio could be further increased in the broostock diet, and plant-derived carbohydrates thus appear as an efficient substitute to fishmeal. However, it is necessary to test the effect of the parental diet in the long term, because the epigenetic landscape (global DNA methylation) was profoundly impacted, and some effects of the nutritional programming can only be revealed later in fish life, particularly during periods of stress. 

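GSONMT00020345001, the probe with the smallest p between HH and NN fry, had a lower mean in each group with an HC/LP-fed parent. Its log2 fold change against NN fry was -0.81 in HN fry (standard error 0.29, p = 0.0086, adjusted p = 1), -1.44 in NH fry (standard error 0.30, p = 1.48e-05, adjusted p = 0.0973). The further difference between HH and NH fry did not pass the threshold (p = 0.00139, adjusted p = 1), while between HH and HN fry the log2 fold change was -1.63 (standard error 0.29, adjusted p = 0.0205). Between HH and HN fry, no probe passed with the slide as a fixed block, with only the 2 groups compared or with normexp. The values of GSONMT00020345001 lie at 2 levels, with 0 NN, 2 HN, 5 NH and 11 HH fry at the lower one. This split alone does not account for the group means, since all 12 HN fry were below the mean of the NN fry. Only 2 levels were fitted, so a parental variant that gives more than 2 levels is not excluded for this probe. The interaction of both diets for GSONMT00020345001 was -0.19 (standard error 0.42, p = 0.647), so its change in HH fry did not differ from the sum of the maternal and paternal changes by more than the spread between fry. Of the probes past the threshold between HH and NN fry, 54 had the same direction in NH fry and 54 in HN fry. The 3 comparisons share the NN fry, and in simulations in which the HH, NH and HN fry did not differ from the NN fry, the median number with a shared direction was also 54. Those simulations took the probes ranked highest whether or not they passed the threshold, so they do not settle the part of the shared NN fry. Of the probes past the threshold between HH and NN fry, 5 had an unadjusted p under 0.05 for the interaction.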

Finally, at both the molecular and phenotype levels, the effects triggered by the maternal HC/LP diet seemed to accumulate with the paternal effects, despite the fact that they were only fed for a period of 5 months. Thus, particular attention should be given to the synergistic effect existing between paternal and maternal nutritional histories.

## Figures and Tables

**Figure 1:**
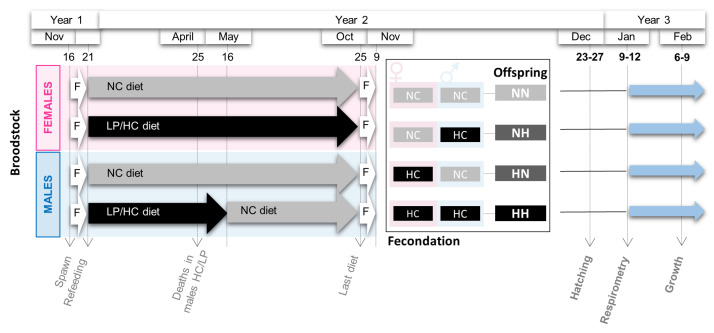
Experimental design. Broodstock females and males were fasted (F) after spawn from 16 Nov (November) to 21 Dec (December). Then, they were fed for one year either the NC diet (no-carbohydrate) or the HC/LP (high carbohydrate/low protein) diet (see details in Material and Methods Section). From the 25 of October (Oct) to the 9 of November, broodstock fish were fasted again. Cross-fertilizations were then carried out to obtained four groups of offspring: NN, NH, HN, and HH. Respirometry analyses and samplings were performed after hatching and just before the first feeding. Offspring were then fed for 3 weeks, and a second sampling was performed.

**Figure 2:**
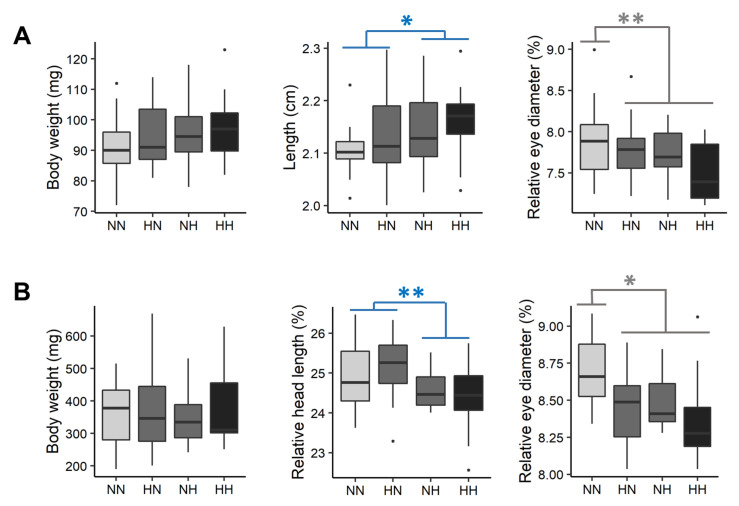
Effect of the parental HC/LP on fry body mass, length, relative head length, and relative eye diameter (**A**) before first feeding and (**B**) after 3 weeks of feeding. The effect of the paternal nutritional history is depicted in blue and the effect of both the maternal and the paternal nutritional history in grey (”**” means *p*-value < 0.01 and ”*” means *p*-value < 0.05).

**Figure 3:**
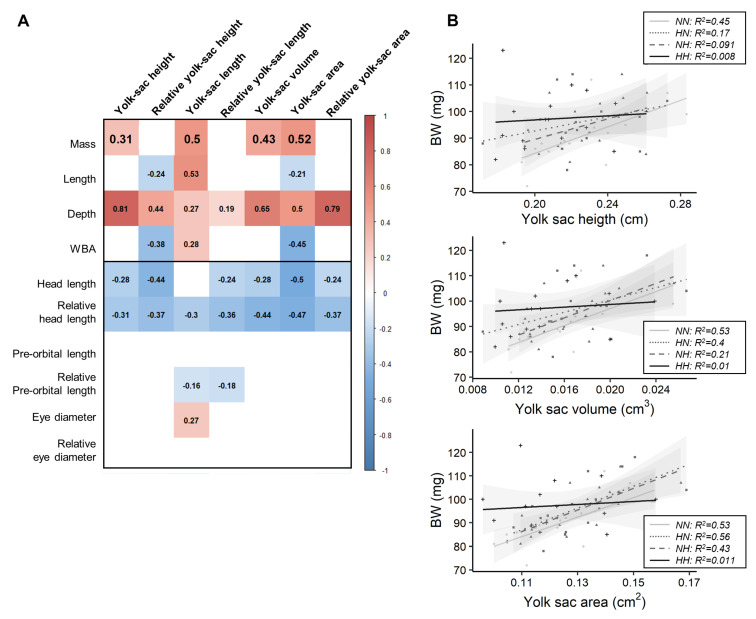
Relationships between growth and yolk-sac measurements. (**A**) Matrix of correlation between traits. Correlation were investigated using Pearson tests (*cut-off p* = 0.01), and each value is indicated inside the matrix, while significant positive correlations are represented in red significant negative ones in blue. (**B**) Relationships between fry mass and yolk-sac height, volume, and area according to parental dietary history.

**Figure 4:**
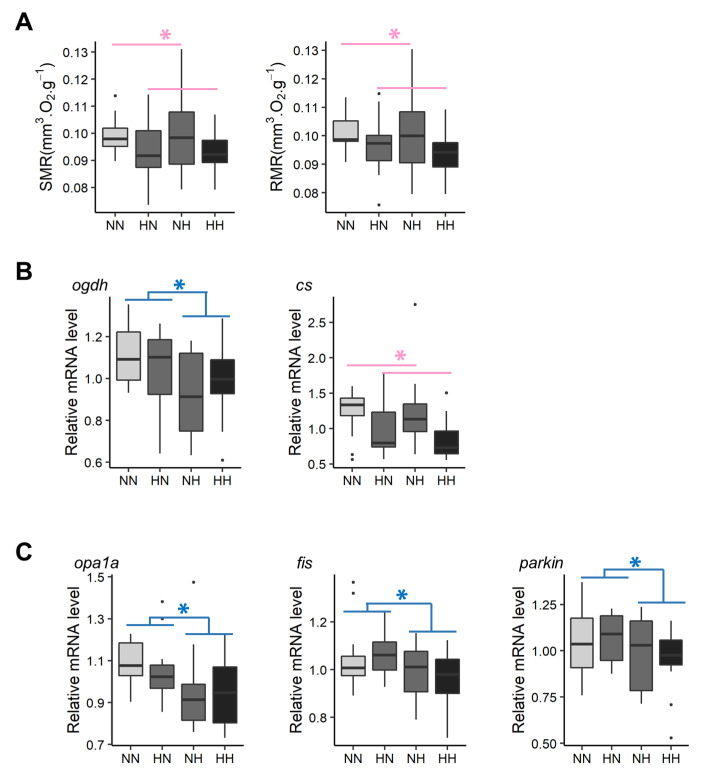
Effect of parental HC/LP on fry metabolism and, in particular, (**A**) on fry metabolic rates, (**B**) relative mRNA levels of genes related to energy production, and (**C**) relative mRNA levels of genes involved in mitochondrial dynamics. The effect of maternal nutritional history is depicted in red and the effect of paternal nutritional history in blue (”*” means *p*-value < 0.05).

**Figure 5:**
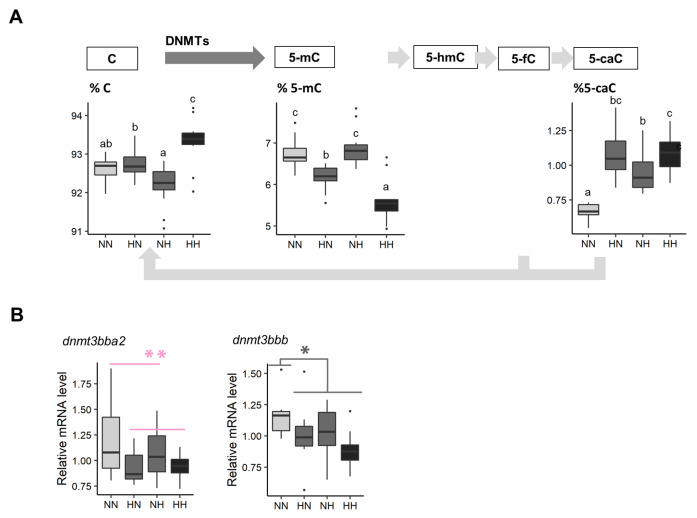
Effect of parental HC/LP on fry epigenetic landscape. (**A**) Proportion of intermediates of DNA methylation in their offspring and (**B**) relative mRNA levels of two homologs coding for Dnmt3, an enzyme involved in the maintenance of DNA methylation patterns. The effect of the maternal nutritional history is depicted in red and the effect of both the maternal and the paternal nutritional history in grey (”*” means *p*-value < 0.05). Different letters indicate significant differences between groups, which were investigated with a Tukey post hoc test, in the case of a significant interaction between the paternal and the maternal nutritional history.

## Data Availability

Data are available on the GEO website under the accession number: GSE171310.

## Supplementary Materials

The following are available at https://www.mdpi.com/article/10.3390/biology10070585/s1, Figure S1: Descriptions of the different body measurements. D: body depth; HL: head length; POL: the pre-orbital length; ED: eye diameter; YSL: yolk-sac length, and YSH: yolk-sac height. Figure S2: Log2 fold changes obtained with microarray (purple) and with qPCR (grey) analyses. Table S1: Diet composition and fatty acid profile (% total FA). Table S2: List of the primers used for qPCR analyses. Table S3: Results of the linear mixed-effects used to investigate the effect of the sex of the fry and the parental HC/LP diet on the phenotypical traits recorded, SMR/RMR, methylation pattern, and gene expression. For each trait, the chosen model (based on AIC) is indicated in bold. Table S4: Results of the transcriptomic analyses: list of probes differentially expressed between NH and HH and HH and HH fry in addition to their fold change (FC) and the corrected *p*-value obtained by Limma *t*-tests.

# Supplementary material for: Modulation of Energy Metabolism and Epigenetic Landscape in Rainbow Trout Fry by a Parental Low Protein/High Carbohydrate Diet
**Source:** Biology (Basel). 2021 Jun 25;10(7):585. doi: 10.3390/biology10070585
**Supplement:** Supplementary file 1

A.

|                                      | Diets |       |
|--------------------------------------|-------|-------|
|                                      | NC    | HC    |
| <b>Ingredients (%)</b>               |       |       |
| Fish meal <sup>1</sup>               | 77.77 | 45    |
| Pregelatinized starch <sup>2</sup>   | -     | 37    |
| CPSP 90 <sup>3</sup>                 | 2.00  | 5     |
| Soya meal <sup>4</sup>               | 12    | -     |
| Soy protein concentrate <sup>5</sup> | -     | 5     |
| Fish Oil <sup>6</sup>                | 1.66  | 3.96  |
| Cellulose <sup>7</sup>               | 2.53  | -     |
| Alginate <sup>8</sup>                | 2     | 2     |
| Mineral Premix <sup>9</sup>          | 1     | 1     |
| Vitamin Premix <sup>10</sup>         | 1     | 1     |
| Carophyll pink <sup>11</sup>         | 0.04  | 0.04  |
| <b>Proximate composition</b>         |       |       |
| Dry Matter (DM,%)                    | 91.84 | 96.22 |
| Crude Protein (%DM)                  | 63.89 | 42.96 |
| Crude Lipid (%DM)                    | 8.90  | 9.2   |
| Gross energy, kJ/g DM                | 20.69 | 20.38 |
| Ash, % DM                            | 15.93 | 9.71  |
| Carbohydrates, % DM                  | <0.2  | 34.30 |

B.

|                        | Diets |       |
|------------------------|-------|-------|
|                        | NC    | HC    |
| <b>Saturated</b>       |       |       |
| 14:0                   | 11.55 | 10.57 |
| 15:0                   | 1.13  | 1.42  |
| 16:0                   | 27.34 | 29.53 |
| 18:0                   | 2.83  | 4.35  |
| <i>Total saturated</i> | 43.46 | 46.97 |
| <b>MUFA</b>            |       |       |
| 16:1                   | 7.66  | 7.86  |
| 18:1                   | 15.39 | 15.69 |
| 20:1                   | 4.60  | 2.06  |
| <i>Total MUFA</i>      | 30.52 | 26.98 |
| <b>PUFA n-6</b>        |       |       |
| 18:2 n-6               | 3.57  | 2.14  |
| 20:4 n-6               | 0.62  | 1.22  |
| <i>Total PUFA n-6</i>  | 4.19  | 3.36  |
| <b>PUFA n-3</b>        |       |       |
| 18:3 n-3               | 1.14  | 1.18  |
| 18:4 n-3               | 2.09  | 1.61  |
| 20:4 n-3               | 0.15  | 0.00  |
| 20:5 n-3               | 5.87  | 6.39  |
| 22:6 n-3               | 5.84  | 7.22  |
| <i>Total PUFA n-3</i>  | 15.09 | 16.39 |
| <i>LC-PUFA n-3</i>     | 11.86 | 13.60 |
| <b>Sat/PUFA</b>        |       |       |
| n3/n6                  | 1.99  | 2.10  |
|                        | 3.60  | 4.88  |

**Table S1. Diet composition and fatty acid profile (% total FA).** NC, no-carbohydrate diet; HC, high-carbohydrate diet, DM : dry matter, MUFA: monosaturated fatty acids, PUFA: polyunsaturated fatty acids LC-PUFA: long chain polyunsaturated fatty acids

<sup>1</sup>Sopropêche, Boulogne-sur-Mer, France. <sup>2</sup>Gelatinized corn starch; Roquette, Lestrem, France. <sup>3</sup>Sopropêche. <sup>4</sup>Sudouest aliment. <sup>5</sup>Legouessant. <sup>6</sup>Fish oil; Sopropêche, Boulogne-sur-Mer, France. <sup>7</sup>Upae. <sup>8</sup>Louis François. <sup>9</sup>Supplied the following (/kg diet): calcium carbonate (40% Ca) 2.15 g, magnesium oxide (60% Mg) 1.24 g, ferric citrate 0.2 g, potassium iodide (75% I) 0.4 mg, zinc sulphate (36% Zn) 0.4 g, copper sulphate (25% Cu) 0.3 g, manganese sulphate (33% Mn) 0.3 g, dibasic calcium phosphate (20% Ca, 18% P) 5 g, cobalt sulphate 2 mg, sodium selenite (30% Se) 3 mg, potassium chloride 0.9 g, sodium chloride 0.4 g. Louis François, Marne-la-Vallée, France. <sup>10</sup>Supplied the following (/kg diet): DL- $\alpha$  tocopherol acetate 60 IU, sodium menadione bisulphate 5 mg, retinyl acetate 15,000 IU, DLcholecalciferol 3,000 IU, thiamin 15 mg, riboflavin 30 mg, pyridoxine 15 mg, vit. B12 0.05 mg, nicotinic acid 175 mg, folic acid 500 mg, inositol 1,000 mg, biotin 2.5 mg, calcium pantothenate 50 mg, choline chloride 2000 mg. <sup>11</sup>Astaxanthine, DSM

How the deposited data were processed for this re-analysis (not part of the article)

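Whole yolk-sac fry of rainbow trout were measured on a 1-colour Agilent array, with 12 fry in each of 4 groups defined by the diet of the mother and of the father. The group and the sex of each fry were taken from the labels of the samples, and the age, 61 to 64 days post fertilization, from the paper. The extraction protocol deposited with the data names liver RNA. The labels and the paper give whole fry, which was followed here. Arrays of the 4 groups were spread over 18 slides and 3 scan dates.

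The authors deposited, for each array, the output of the Agilent Feature Extraction software, which holds for each spot the mean and median intensity, the local background, a background-corrected intensity, and marks for outlier spots, saturation and a signal well above background. None of these intensity values is normalized between arrays. The authors also deposited a table of log2 values for 55017 spots. Set against the scanner output, these log2 values are the median intensity without background subtraction, minus the mean of each array. The methods state that the data were log transformed, scale normalized and analysed with limma, with the sex of the fry and the time of sampling taken into account. The signal column is not named in the paper's text.

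From these files, the background-corrected intensity of the 61657 non-control spots was put on the log2 scale. Spots marked as outliers were left out, at most 24 on an array, and spots of one probe were averaged, which concerned 482 of the 61175 probes. The arrays were then normalized with limma's scale method, because the methods of the study state a scale normalization. The authors' log2 values are centred on the mean of each array and do not show this step. On a single-colour log2 table this step multiplies the log2 values of each array by 1 factor, here between 0.852 and 1.31. A bright probe is therefore moved more than a dim one. Among the brightest 10% of probes, the median SD across the arrays was 0.782 after this step, against 0.251 with 75th percentile centring, and among the other probes kept it was 0.49 against 0.405. This choice was fixed before the data were examined and kept, and the other normalizations are given as alternatives. Probes well above background on at least 12 of the 48 arrays were kept, which left 52548. Of all probes, 34952 were well above background on all arrays and 3442 on none.

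A linear model with the 4 groups and the sex of the fry was fitted over the 48 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading. Missing values affected 253 probes. HH, NH and HN fry were compared with NN fry, HH fry with NH and HN fry, and the maternal diet, the paternal diet, their interaction and the sex were tested as terms over all groups. P-values were adjusted by the Benjamini-Hochberg method over the probes kept, with a threshold of 0.05. The model was tested on simulated data with 200 changed probes. The sampling day of a fry, which the study used, was not used here.

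Every description of a non-control spot in the scanner output reads "Unknown", so a probe was named only where its own name gives a gene or where the study's primer table (Table S2) pairs a gene with it. Of the pairs from Table S2, 20 came from the same Genoscope number and 7 from a primer that lies within the probe over at least 18 bases, a minimum chosen after shorter matches had been seen. These 27 pairs cover 25 genes. No probe was paired with the primers for glutamine synthetase, glutaminase or citrate synthase. Rows of Table S4 were matched to probes only by words of their description, which was possible for 15 rows. In 9 of these the description names the gene itself. No gene was named from a likeness of values, because no column of the files and no table pairs these rows with probes, and whether such a match would be right was not settled.

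The rule for the probes that the text names was set before the data were examined. It takes the genes for which the paper reports an array result, the 5 probes with the largest change past the threshold in each comparison with NN fry, the 3 with the smallest p between HH and NN fry and between males and females, and the genes of the 8 largest changes in Table S4. The last could not be applied, because the files do not pair those genes with probes. Of the transcripts known only by a number, the text gives the one with the smallest p and the one with the largest change between HH and NN fry, and those of comparisons with fewer than 5 probes past the threshold.

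Gene sets were tested with camera, with the correlation estimated within each set, and with fry. The sets planned from the probe descriptions had no members, and sets for lens crystallins, retina and muscle were not run. Sets of glycolysis, the TCA cycle, oxidative phosphorylation, mitochondrial dynamics and glucose transporters were formed from the paired and named probes after this was seen.

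The alternatives set before the data were examined were normexp background correction with an offset of 50, the median signal without background correction, median centring, 75th percentile centring and quantile normalization, no filter on dim probes or only probes well above background on all arrays, outlier spots kept, the slide as a fixed or a random block, the scan date as a block, only the 2 groups compared, no sex covariate, eBayes with trend and robust, array weights and the authors' log2 values. The consensus correlation within slides was 0.0613, and the array weights ran from 0.103 to 2.53. The number of arrays limits the precision of every value.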

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

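The splits of the fry, their fits with array brightness, the test across scan dates and the test of the paternal effect in separate sets of fry were chosen only after the results were seen; the tests of parental variants, array brightness, single fry and the maternal effect in separate sets of fry were set before.

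For the array, the paper lists probes for groups against NN fry and gives a number between NH and HH fry in its text. It tests the paternal and the maternal diet over all groups for other measurements, but no array result is given for them or for HH against HN fry. In these comparisons on the array, 53 probes passed an adjusted p of 0.05 for the paternal diet, 15 for the maternal diet and 4 between HH and HN fry. A chance division of the fry was argued against: the real division was the only 1 of 100 with as many probes for the paternal diet, and likewise 1 of 100 for the maternal diet. Between HH and HN fry, 3 of 100 divisions gave as many, the real one included, and 1 of these gave 9002. That division had the largest difference in the share of spots well above background between its groups, 6.51 percentage points, against 0.59 between the real HH and HN fry. With this share as a covariate, chosen for these comparisons after the values were seen, 249 probes passed for the paternal diet, 40 for the maternal diet and 8 between HH and HN fry. The division with 9002 gave 0 with the same covariate, so its calls went with array brightness. Such a difference does not always bring calls: a division of the HH and NN fry that differed by 7.36 percentage points gave 0. The real groups differed little in it.

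The effects of both diets could have come from the HH fry alone. The probes that changed most between NH and NN fry were therefore tested between HH and HN fry, which are different fish, and the reverse. For the paternal diet, 59 probes had a median change of 0.49 in the direction found, shared by 93.2% of them, and in reverse 61 probes had a median change of 0.53, shared by 90.2%. In both cases the real groups were the only 1 of 100 relabellings with as large a median, so the HH fry alone were argued against. For the maternal diet, 45 probes had a median change of 0.30 (91.1% in the direction found) and 50 probes one of 0.29 (86%), again 1 of 100 in both cases for an effect carried by the HH fry alone.

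What stays open is which property of the parents is behind the difference. Only a few parents were crossed for each diet, and no parent stood for both diets. The HC/LP-fed males were put back on the control diet after an infection. An effect of a diet and an effect of the parents picked for it cannot be told apart for any of the 55, 53 and 15 probes. The fits, the divisions and the relabellings treat sibling fry as independent, and the fry compared in the tests across groups may share parents, so these tests do not exclude it. Of the 55 probes between HH and NN fry, 10 had values that lay at 2 levels better than at 4 group means, or 18.2%. These 10 probes may follow variants carried by some parents. Of 275 probes without a difference, matched on mean and SD, 74 lay at 2 levels, or 26.9% (two-sided Fisher's exact test, p = 0.235). This comparison was set aside, because the criterion sets 2 levels against group means and probes past the threshold were picked for different group means, which lowers their share. How unusual the share is stays open. GSONMT00020345001 and GSONMT00057129001, with the smallest p and the largest change, were among the 10. For GSONMT00057129001, 4 NN fry, 9 HN fry, 12 NH fry and 12 HH fry were at the lower level. A direct effect of the diets on these probes, which the design names, remains open and could not be tested apart from the parents.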

How the results depend on the processing

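The fits of the authors' log2 values with other covariates, the gene sets and the narrower match to Table S4 were chosen only after results were seen; the other alternatives were set before the data were examined.

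Between HH and NN fry, 55 probes passed the threshold. The count stayed within 1.5 times of this with normexp (76), no filter on dim probes (37), probes well above background on all arrays (49), outlier spots kept (54), the slide as a random block (60), the scan date as a block (52), only the 2 groups compared (42), no sex covariate (58) and eBayes with trend and robust (67). For the interaction of the diets and for males against females, limma gave 0 probes in every alternative that could be run, with 600 and 1112 probes at an unadjusted p under 0.05 in the values as reported.

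For HH against NN fry, the normalization raised the count most. With median centring, 169 probes passed for HH against NN, 17 for NH against NN, 3 for HN against NN, 3 for HH against NH, 10 for HH against HN, 53 for the maternal diet and 272 for the paternal diet. With 75th percentile centring these counts were 202, 15, 3, 6, 8, 50 and 264. With quantile normalization they were 225, 22, 1, 6, 12, 44 and 288. Of the 55 probes, 55 remained with median centring, 54 with 75th percentile centring and 54 with quantile normalization. The median SD of the brightest 10% of probes was 0.782 with the scale method, against 0.271, 0.251 and 0.234 with these 3, so the scale method widens the spread of bright probes by its own construction. Whether this accounts for the whole difference was not tested. The share with a lower signal in HH fry was 65.5% of the 55 probes, 52.5% with 75th percentile centring and 52.0% with array weights, and for the paternal diet it was 62.3% and at the lowest 52.3%.

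For the other alternatives the cause was not tested. With the median signal and no background correction, 156 probes passed for HH against NN, 17 for NH against NN, 2 for HN against NN, 5 for HH against NH, 2 for HH against HN, 44 for the maternal diet and 292 for the paternal diet. With normexp, 6 passed for NH against NN, 2 for HH against NH, 0 for HH against HN and 125 for the paternal diet. With array weights, 98 passed for HH against NN, 17 for NH against NN, 5 for HN against NN, 8 for HH against NH, 14 for HH against HN, 53 for the maternal diet and 234 for the paternal diet. With the slide as a fixed block, which takes up a parameter for each of 18 slides, 23 passed for HH against NN, 0 for HN against NN, 0 for HH against NH, 0 for HH against HN, 5 for the maternal diet and 9 for the paternal diet. With only the 2 groups compared, 0 passed for HN against NN, HH against NH and HH against HN. Without the sex covariate, 6 passed for NH against NN and 0 for HN against NN. With eBayes with trend and robust, 2 passed for NH against NN, 3 for HN against NN and 82 for the paternal diet. For HN against NN, no filter on dim probes gave 0, probes well above background on all arrays 2, the slide as a random block 3 and the scan date as a block 3.

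With the authors' log2 values, 98 probes passed for HH against NN, 13 for NH against NN, 2 for HN against NN, 4 for HH against NH, 2 for HH against HN, 23 for the maternal diet and 141 for the paternal diet. On these values, the counts for HH against NN and NH against NN were 110 and 16 with the group only, 124 and 13 with the scan date, 131 and 19 with the scan date over the 2 groups, 106 and 8 with sex and scan date, and 116 and 10 with both over the 2 groups. With sex by group they were 10 and 0, and over the 2 groups 24 and 0. With the slide they were 59 and 3, over the 2 groups 21 and 0, and with sex and slide 47 and 0, over the 2 groups 19 and 10.

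Of the gene sets, 0 passed between HH and NN fry with camera at an estimated correlation, also under normexp, median centring, 75th percentile centring and quantile normalization, and 0 with fry, which was run on the values as reported only. With camera at a preset correlation of 0.01, 1 passed, mitochondrial dynamics (median -0.11, 6 of 9 probes lower, adjusted p = 0.036), which did not hold under fry (adjusted p = 0.117) or the estimated correlation (adjusted p = 0.224). The same set passed at the preset correlation between NH and NN fry (median -0.11, 7 of 9 probes lower, adjusted p = 0.0436), and there too not under fry (adjusted p = 0.19) or the estimated correlation (adjusted p = 0.224). The glucose transporter set had a median of -0.10 with 4 of 5 probes lower (adjusted p = 0.968). Of the 9 entries of Table S4 whose description names the gene of a probe, 1 was past the threshold in the paper's direction and 5 had an unadjusted p under 0.05, through 4 probes, since 1 probe stood for 2 entries. With all 15 entries matched by a word, these counts were 1 and 6. The sixth is weak, because an entry counted when any of its probes did and this one had 38.

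Among the named probes, 542 values under the alternatives stayed on their side of the threshold and, where not past it, moved by less than 1 standard error. Of these, 19 values of 8 probes changed sign, all of them small and not past the threshold. A further 17 values that were not past it moved by more than 1 standard error, 10 came past the threshold and 8 fell behind it. No value past the threshold changed sign. The 10 were those of D2OM_MFN1B.1.2 and pfkmaa. Of the 8, 5 were those of GSONMT00069197001 between HN and NN fry, whose log2 fold change was -0.27 with normexp.

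Each of the 24 HH and NN fry was left out in turn. The count between HH and NN fry then lay between 30 and 54, with 30 without the NN fry A31, 33 without the HH fry A38, 34 without the HH fry A36, 35 without the NN fry A10, 36 without the HH fry A15 and 36 without the NN fry A17. No fit over only 2 groups was possible for the interaction or for the maternal and paternal diets, and the sex of the fry was tested only in fits that include it. No paired analysis was possible because the labels give each fry a number of its own. Depth is limited by the signal over background: between 66.1% and 88.4% of the spots of an array were well above it.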

Differences from the paper's values

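The fits of the authors' log2 values with other covariates and the counts with array brightness as a covariate were chosen only after the values had been seen; the other alternatives were set before the data were examined.

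Between HH and NN fry, the paper gives 308 probes and the value here was 55. Of the alternatives set before the data were examined, quantile normalization, with 225 probes, came within 1.5 times the paper's number. The others did not: 202 with 75th percentile centring, 169 with median centring, 156 with the median signal, 98 with array weights and 98 with the authors' log2 values, and 76 or fewer with the rest. The fits chosen after seeing the values gave at most 131 on the authors' log2 values and 191 with array brightness as a covariate, and no fit reached 308.

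Between NH and NN fry, Table S4 holds 15 probes in the paper's list, and the paper's text gives this number for NH against HH fry. The value here was 0 between NH and NN fry by limma, with 2545 probes at an unadjusted p under 0.05, and 1 between HH and NH fry. By chance, 2627 probes would be expected at an unadjusted p under 0.05. Within 1.5 times of the paper's 15 between NH and NN fry were 75th percentile centring (15), median centring (17), the median signal (17), array weights (17), quantile normalization (22) and the authors' log2 values (13). The counts were 6 with normexp and with no sex covariate, 2 with eBayes with trend and robust, and 0 with the other alternatives set before the data were examined. Among the fits chosen after seeing the values, the authors' log2 values gave 16 with the group only, 13 with the scan date, 19 with the scan date over the pair of groups, and 10 with sex and either the scan date or the slide over the pair of groups. They gave 8 with sex and scan date, 3 with the slide, and 0 with sex by group, with sex and slide, and over the pair of groups with sex by group and with the slide. The fit with array brightness gave 18.

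Between HN and NN fry, the paper gives 0 probes and the value here was 1. The alternatives that gave 0 were no filter on dim probes, the slide as a fixed block, only the 2 groups compared and no sex covariate. The rest gave between 1 and 5.

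Of the probes between HH and NN fry, the paper gives 8 with a fold change over 1.5, which in its Table S4 holds for the absolute log2 fold change, and the value here was 19. Between NH and NN fry, the paper gives 1 such probe and the value here was 0. For HH against NN, the alternatives within 1.5 times of the paper's 8 were the median signal (8), the slide as a fixed block (8), the authors' log2 values (7), probes well above background on all arrays (10) and no filter on dim probes (12). The others gave 3 with normexp and between 16 and 23 otherwise. For NH against NN, eBayes with trend and robust and the authors' log2 values gave 1, and the others gave 0, 2 or 3. On a linear scale, 120 of the paper's 308 probes have a fold over 1.5, and 54 of the 55 here.

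In the paper's Table S4, 54.9% of the probes between HH and NN fry have a lower signal in HH fry, and here it was 65.5%. Of its 323 rows, 15 could be matched by words of their description to probes of the array, and in 9 of them the description names the gene itself, a narrower choice made after seeing the values. Of these 9, 1 passed the threshold here in the paper's direction (D2OM_DHX8.1.6) and 5 had an unadjusted p under 0.05, through 4 probes, since D2OM_NOL9.1.2 stood for 2 of them. With all 15, these numbers were 1 and 6, where the sixth, a transposase, counted through 1 of its 38 probes. D2OM_CUTA.1.4, past the threshold in the paper and not here (adjusted p = 0.192), passed it with normexp, the median signal, median centring, 75th percentile centring, quantile normalization and the authors' log2 values. D2OM_COE3.1.1 passed it with median centring and quantile normalization, and D2OM_NOL9.1.2 with the median signal. A match by single words misses entries that spell a gene out. The entry for the BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (-0.55) was matched to a BCL2 probe by its first word, while Table S2 gives a like name to bnip3a and bnip3b. The bnip3b probe, left out of these counts, changed by -0.58 (p = 0.0061, adjusted p = 0.439) and that of bnip3a by 0.00.

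The paper reports a change of mfn2 between transcriptomes. Here the probe with its Genoscope number changed by 0.01 between HH and NN fry, the probe paired with mfn1 by its primer by 0.03, and another mitofusin probe, D2OM_MFN1B.1.2, by -0.64 (adjusted p = 0.0682). The paper states an overall lower expression of genes of glycolysis and the TCA cycle in HH fry. Here 15 of 21 glycolysis probes and 4 of 6 TCA cycle probes were lower, by a median of -0.07 and -0.03, with no set past the threshold and the TCA cycle on the higher side in camera, and with normexp, median centring, 75th percentile centring and quantile normalization 2 of the 6 TCA cycle probes were lower. The paper states that phosphofructokinase and crystallin genes changed on the array. The probe of pfkmaa passed the threshold only under the normexp, median centring, 75th percentile centring and quantile alternatives and with the authors' log2 values, and the probes paired with crybbb under none. The paper speaks of several crystallin genes. The probes given here for crystallin, phosphofructokinase and mfn2 need not be those behind the paper's array results.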

Other observations

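The splits of the fry, their fits with array brightness, the test across scan dates, the simulation of shared NN fry, the tests of the interaction and of the sex labels were chosen only after the results were seen; the tests of array brightness and of single fry were set before.

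Several technical explanations were weighed for the 55 probes between HH and NN fry. The real division was the only 1 of 100 divisions of the fry with as many probes, which argues against a chance division, although sibling fry were treated as independent. With each array's share of spots well above background as a covariate, 55 of the 55 probes had a p under 0.001, and 191 probes passed the threshold, so array brightness was argued against as the cause. With probes found on 2 scan dates and tested on the one left out, 95.8%, 84.6% and 79.6% kept their direction, the lowest being 79.6%, so a scan date was argued against as well. With any 1 fry left out, 55 of the 55 probes had a p under 0.001. This last test is weak, since these probes had small p-values to begin with, and the count past the threshold fell to 30 without the NN fry A31. The parents differ with the diet, only a few were crossed, and the labels do not give the parents of a fry. A difference between the parents picked therefore stays open for all 55 probes, not only for the 10 at 2 levels, as does a direct effect of the diets, so no biological cause was singled out. The stage of the fry and the day of sampling were not tested and also stay open.

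For NH against NN fry, limma gave 0 probes, and 100 of 100 divisions gave as many, as they must for a count of 0. For HN against NN fry, 5 of 100 divisions gave as many as the 1 probe seen, so chance could not be excluded. For HH against NH fry, 4 of 100 divisions gave as many as its 1 probe, and 1 of them gave 17. This hardly differs from the 5 of 100 above, and the count was 0 with the slide as a fixed block and with only the 2 groups compared, so little weight can be put on it.

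Of the 55 probes, 54 had the same direction in NH fry as in HH fry, and 54 in HN fry. A candidate explanation is that all 3 comparisons share the NN fry. In 100 simulations of groups without a difference, the number in the same direction lay between 44 and 55, with a median of 54, and 66 of 100 simulations gave as many as observed. In the simulations, the 55 probes ranked highest were taken whether or not they passed the threshold. Without a group difference, such probes are picked partly for the spread of the NN fry, which favours a shared direction. The real 55 probes passed the threshold, and the other divisions of the HH and NN fry gave at most 1 such probe. The simulations therefore do not settle how much of this count comes from the shared NN fry. The correlation across probes of the changes in HH and NH fry was 0.691 and of those in HH and HN fry 0.539, against a simulated median of 0.509 and a highest simulated value of 0.892. Probes are not independent replicates.

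The paper proposes that the maternal and paternal effects accumulate. A hypothesis of more than the sum of both was tested on 66 probes chosen by the effects of either diet. The median interaction in the direction of the diet was -0.07, 28 of the 66 probes leaned that way, and 43 of 100 shuffles gave a median as far from 0. The limma test gave 0 probes for the interaction, with 600 at an unadjusted p under 0.05, and 100 of 100 divisions of the fry gave as many, as they must for a count of 0. An effect of both parents above or below the sum could not be told apart from none with 12 fry per group.

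Between males and females, limma gave 0 probes past the threshold, with 1112 at an unadjusted p under 0.05 and a smallest adjusted p of 0.98, and 0 with array brightness as a covariate, with 1442 at an unadjusted p under 0.05. As they must for a count of 0, 100 of 100 divisions gave as many, and 1 of them gave 13213, where the brightness of the arrays differed by 5.11 percentage points between its groups, against 1.44 between the real sexes. That division gave 0 with array brightness as a covariate. Mislabelled sex cannot be told apart from a lack of difference at this age, since the count of 0 is what both would give and no probe of a sex-linked gene is named in the files. The effects of the diets did not differ between the sexes for any probe in limma, with 0 probes past the threshold for HH against NN by sex (1026 at an unadjusted p under 0.05), 0 for the paternal diet by sex (1624) and 0 for the maternal diet by sex (1160).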
